A study of Mus musculus with 12 samples. Its data were reported in "Megakaryocytic IGF1 coordinates activation and ferroptosis to safeguard hematopoietic stem cell regeneration after radiation injury" (2024).

How the data were processed

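The series holds 12 RNA-seq libraries of bone marrow cells sorted as HSCs, 3 each of Ctrl, IR, Ab_IR and L_IR, grouped by their titles in the labels. Per the labels, RNA was extracted with a micro-scale column kit and stranded poly(A) libraries were made. According to the study's methods, the authors trimmed reads with fastp, sequenced on a NovaSeq instrument, aligned the reads and quantified genes with RSEM, and tested genes with DESeq2. The aligner, the genome build and the annotation are not stated. Each deposited file gives gene names and values with 2 decimals for a single library, and its unit is not named.

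The deposited values were read as FPKM, that is, fragments per kilobase of gene scaled to library size, as the authors computed them. Library sums of 344338 to 405123 exclude CPM and TPM, and values multiplied by the merged exon length of GENCODE M21 genes in kb summed to 913840 to 945610 over matched names, near the fixed sum that FPKM times length gives. Low values showed no steps of whole reads, so the depth is unknown and no intervals or detection floors are given. A value of 0 is reported as listed at 0. The tables hold 31340 rows with 31272 gene names, of which 62 stand on more than 1 row, and 374 rows are 0 in all libraries. Of the names, 96.7% matched a single GENCODE M21 gene (GRCm38), which was used for positions, lengths and GC content only.

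As FPKM are not counts, the authors' count test was not applied. limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend) was fitted to log2(FPKM + 1) of the 2 groups compared, for genes with at least 1 FPKM in at least 3 of the fitted libraries. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1. All adjusted p-values of genes come from limma. Gene sets were tested with limma's camera at a preset correlation of 0.01, adjusted over 13 sets within a comparison, with fry and an estimated correlation as alternatives. The response score was tested with a two-sided exact permutation test. Comparisons made were IR against Ctrl, Ab_IR against IR, L_IR against IR and Ab_IR against L_IR.

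Named genes were, per comparison, the 3 largest rises and 3 largest falls among called genes whose groups do not overlap and whose mean over the 12 libraries is at least 10 FPKM, without predicted-gene names. A panel of 17 genes (sort markers, IGF1 axis, cycle and damage, iron and ferroptosis) was added. The comparisons, tests, panel, 13 process sets and 6 cell type lists (erythroid, megakaryocyte and platelet, neutrophil and monocyte, macrophage, B and T cell, mast cell and basophil) and most alternatives were fixed before the data were examined. Other genes named in the text, namely Igkc, Mpo, Hba-a1, Hoxb5, Fgd5 and Mecom in the results and those of the closing section, were chosen after their values were seen. A further 8 lists were added later (atrial and heart muscle, plasma cell, eosinophil, bone and stroma, a second heart list, liver, brain, skeletal muscle), the last 4 before their values were looked at.

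Alternatives were the pseudocount of 0.1, no filter on low values, a mean of at least 10 FPKM, quantile normalization, scaling by the median log2 ratio, limma without trend, all 12 libraries in one fit, the replicate number as a block, and leaving out each library in turn. Added after seeing the data were summing rows of a gene name, leaving out immunoglobulin genes, taking out trends against GC content or length by lowess (for genes and gene sets), the split by heart transcripts as a term, and leaving out each library on the genes of the full fit. The scripts were tested on simulated data of 11539 to 12230 tested genes, with 200 genes changed by 1.5 on the log2 scale in each of 10 runs. They called 89.5% to 99.5% of the changed genes and at most 6 others, and 0 genes in runs with no change. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.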

Results

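RNA was sequenced from cells sorted as hematopoietic stem cells (HSCs) out of the bone marrow of wild-type mice. The 12 libraries fell into 4 groups of 3, namely control (Ctrl), ionizing radiation (IR) and a pair of further irradiated groups labelled Ab_IR and L_IR. Irradiated cells were collected 3 days after exposure. The labels do not spell out Ab and L, so both are used here as given. Values were FPKM per gene, which carry no read counts, so the depth behind them is unknown and no counting interval can be given. The sum of FPKM ranged from 344338 to 405123 per library, and 11467 to 12167 genes reached 1 FPKM. Ctrl replicate 1 stood apart, with 44.1% of gene rows listed at 0 against 24.7% to 27.3% in the other 11 libraries.

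Libraries of a group resembled each other closely. Across 12699 genes, which are not independent replicates, Pearson's r of log2(FPKM + 1) was 0.994 to 0.995 within IR, 0.990 to 0.993 within Ab_IR and 0.993 to 0.994 within L_IR. Within Ctrl it ranged from 0.954 to 0.990, the pairs with Ctrl replicate 1 being the lowest. The median SD of a gene within its group was 0.0536 in IR, 0.0723 in Ab_IR, 0.0562 in L_IR and 0.164 in Ctrl, and 0.0844 between Ctrl replicates 2 and 3 alone. The IR libraries lay farthest from Ctrl, with r between 0.915 and 0.946, whereas Ab_IR and Ctrl libraries correlated at 0.939 to 0.982. The first principal component held 49.0% of the variance and parted the 3 IR libraries from the other 9, at -19.8 to -9.28.

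The libraries also split on something other than their group. Nppa, which encodes an atrial hormone, was listed at 51.2 to 63.9 FPKM in Ctrl replicates 2 and 3 and in all 3 IR libraries. The other 7 libraries listed it at 0 to 0.26 FPKM. This split was handled as a possible batch. IR against Ctrl can be computed inside it by leaving out Ctrl replicate 1, and Ab_IR and L_IR lie on the same side of it. Between IR and either Ab_IR or L_IR the split coincides with the groups except through Ctrl replicate 1, so a batch and these group differences cannot be separated by the design.

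The most abundant transcript of all 12 libraries was Igkc, the immunoglobulin kappa constant gene, at 9409 to 24973 FPKM. Immunoglobulin genes together held up to 22.6% of the FPKM sum. Mpo, a neutrophil granule gene, was listed at 2859 to 3432 FPKM, and Hba-a1, a globin gene, at 174 to 1155 FPKM. By contrast, a list of 43 HSC-enriched genes written before the data were examined had a median of 0.64 to 1.82 FPKM per library. Of that list, 14 genes stayed under 1 FPKM in all 12 libraries, among them Hoxb5 with at most 0.07 FPKM, Fgd5 with at most 0.22 FPKM and Mecom with at most 0.25 FPKM.

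**Figure D1:**
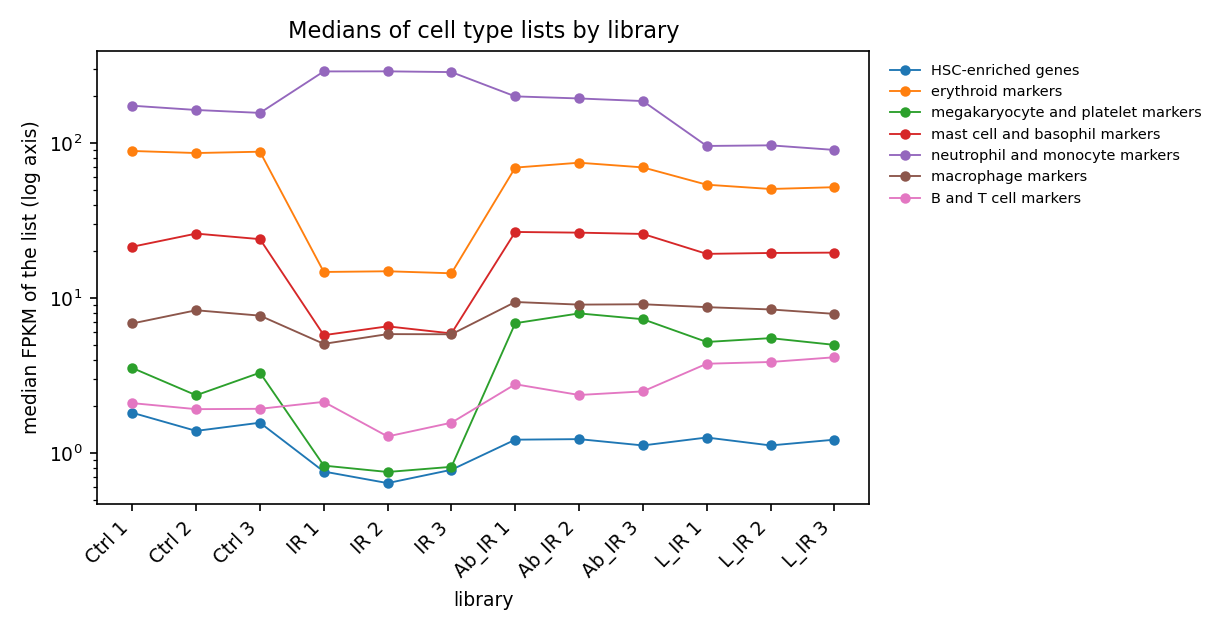
Median FPKM (log axis) of 7 cell type gene lists in each of the 12 libraries; each line is a list. The erythroid list lay at 86.3 to 89.0 FPKM in Ctrl, 14.5 to 14.9 FPKM in IR and 50.6 to 74.7 FPKM in Ab_IR and L_IR, and the HSC-enriched list at 0.64 to 1.82 FPKM.

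The comparison of IR with Ctrl asks how transcripts of the sorted cells changed 3 days after irradiation. limma was fitted to log2(FPKM + 1) of 12072 genes, and fold changes are on that scale, which understates the change of low genes. Of these genes, 918 had an adjusted p under 0.05 together with an absolute log2 fold change above 1, 366 higher and 552 lower in IR. With the filter at a mean of at least 10 FPKM over the 12 libraries, 204 were higher and 201 lower. With a pseudocount of 0.1, 457 were higher and 908 lower. Dropping the fold change threshold moved the count most, to 5199 genes, or 43.1% of those tested. The IR and Ctrl libraries did not overlap for 58.1% of the tested genes, where chance gives 10%, and for all 918 called genes. Without Ctrl replicate 1, within the 5 libraries that carry Nppa, 792 genes were called, 355 higher and 437 lower, and 689 of the 918 kept their call and direction. The filter then asks for 1 FPKM in 3 of 5 libraries and drops genes present only in Ctrl. On the 12072 genes of the full fit, 919 were called without that library, and 807 of the 918 were kept. Of the 918 genes, 128 were immunoglobulin genes, 123 of them higher in IR.

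Among called genes with a mean of at least 10 FPKM, Chil3 (chromosome 3, 106147554 to 106167564, minus strand) rose from 54.6 ± 5.33 FPKM (SD, n = 3) in Ctrl to 740 ± 11.8 FPKM in IR, a log2 fold change of 3.74 (SE 0.0854, adjusted p 5.11e-06). Scand1 rose by 3.66, from 0.763 ± 0.390 to 21.2 ± 3.45 FPKM (adjusted p 4.80e-05), but its value is unsteady, at 1.6 to 36.65 FPKM within Ab_IR and 3.39 to 17.2 FPKM within L_IR. The largest rise was that of an immunoglobulin kappa variable gene of the Igkv20 family, with a log2 fold change of 4.38 (SE 0.704, adjusted p 0.00361). It was listed at 0 in Ctrl replicate 1, and its fold change was smaller without that library. Col1a2 (chromosome 6, 4504814 to 4541544, plus strand) decreased from 40.7 ± 2.68 to 0.963 ± 0.0153 FPKM, a log2 fold change of -4.41 (SE 0.0699, adjusted p 2.18e-06). Ear10 changed by -4.16 (adjusted p 2.72e-05) and its pseudogene relative Ear-ps2 by -4.06 (adjusted p 5.26e-06). Both belong to a multigene family whose reads can be shared between copies, as can those of immunoglobulin variable genes, so their single values are uncertain. Coordinates are those of GENCODE M21 on GRCm38. The files give gene names only, and the build used for them is not stated.

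Among 17 panel genes chosen before the data were examined, 15 passed the filter on low values. Igf1, at 0 to 0.36 FPKM, and Slc7a11, at 0.33 to 0.46 FPKM, did not. The called panel genes numbered 4 for IR against Ctrl, both over all genes tested and adjusted over the list alone. Flt3 decreased from 10.5 ± 1.48 to 1.08 ± 0.131 FPKM (log2 fold change -2.46, SE 0.112, adjusted p 3.17e-05, lower in 3 of 3 libraries). Cd34 changed by -2.13 (adjusted p 8.06e-06) and Kit, the stem cell factor receptor gene, by -1.63 (adjusted p 3.83e-05). Tfrc, which encodes the transferrin receptor, changed by -1.02 (adjusted p 2.63e-04), but by -0.97 without Ctrl replicate 1, short of the fold change threshold. At an adjusted p under 0.05 with no fold change threshold, 9 panel genes differed over all genes and 10 adjusted over the list alone. These included Akt1, higher by 0.58 (adjusted p 8.21e-04), and Ftl1, higher by 0.49 (adjusted p 0.0202). Fth1, the other ferritin gene, was lower with -0.48 (adjusted p 0.00587), as was Gpx4, with -0.45 (adjusted p 0.0447). The sort marker gene Ly6a, which encodes Sca-1, was higher by 0.75 (adjusted p 0.0145). The study's methods define HSCs as positive for Sca-1 and c-Kit and negative for Flt3 and CD34 on the cell surface. Higher Ly6a and lower Flt3 and Cd34 transcripts thus go with that gate, and lower Kit goes against it. Mtor (0.13, adjusted p 0.564), Igf1r (0.27, adjusted p 0.0535), Mki67 (-0.06, adjusted p 0.832), Cdkn1a (-0.12, adjusted p 0.202), Acsl4 (-0.14, adjusted p 0.162) and Ncoa4 (0.19, adjusted p 0.0838) did not reach the adjusted p threshold. Of these, 4 reached it without Ctrl replicate 1, namely Mki67, with the opposite sign (0.17, adjusted p 0.0439), Mtor (0.30, adjusted p 0.0443), Igf1r (0.34, adjusted p 0.00773) and Ncoa4 (0.25, adjusted p 0.00289).

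**Figure D2:**
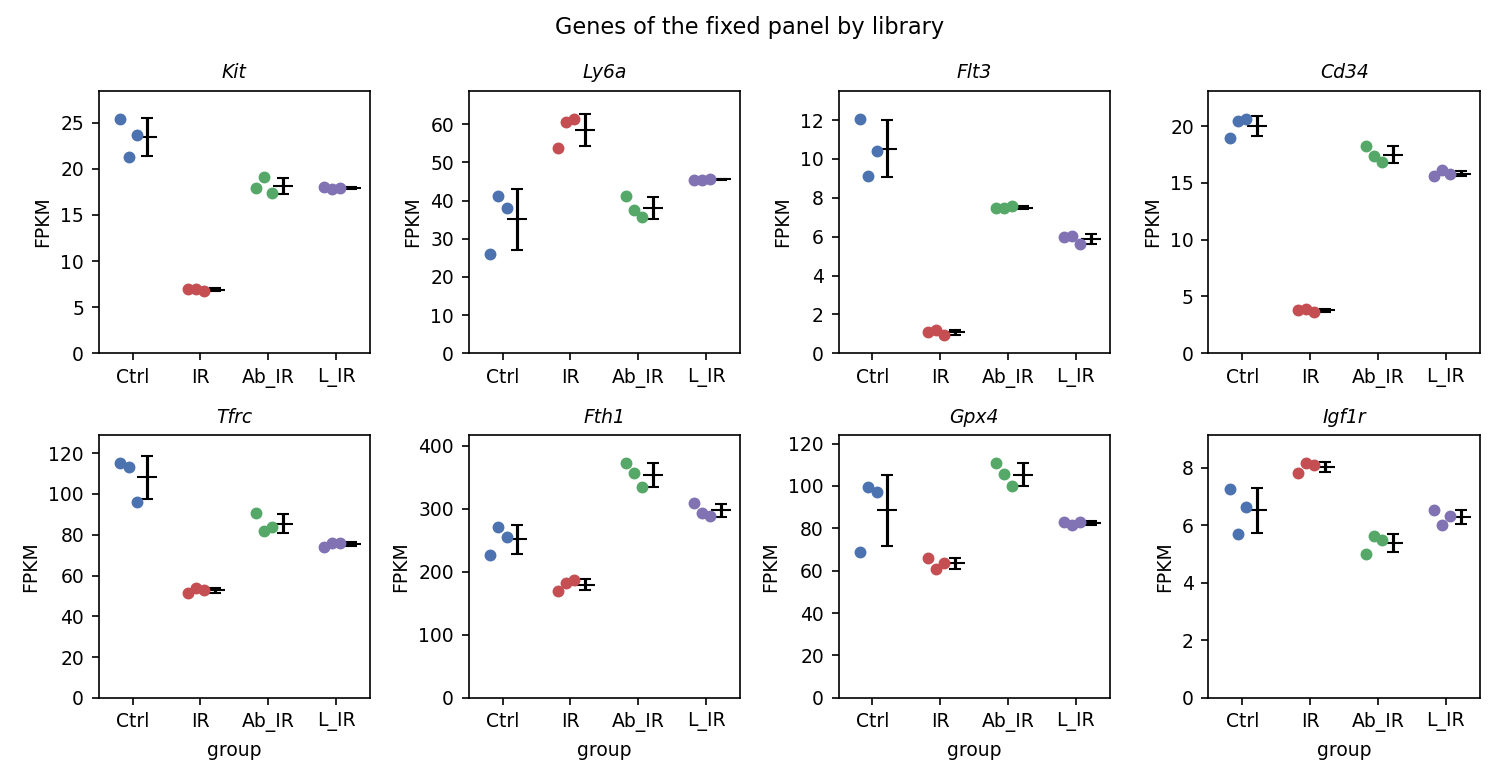
FPKM of 8 panel genes in the 4 groups; points are libraries, and bars give the mean and SD of 3 libraries. Flt3 lay at 0.96 to 1.22 FPKM in IR and at 5.6 FPKM or more in the other 9 libraries, and Cd34 at 3.66 to 3.91 FPKM in IR.

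Gene sets were tested with camera at a preset correlation of 0.01, over 13 process sets fixed before the data were examined. For IR against Ctrl, 4 sets passed an adjusted p of 0.05. The interferon-stimulated genes were lower (median log2 fold change -0.46, 49 of 52 genes lower, adjusted p 1.69e-07). The HSC-enriched genes (-0.57, adjusted p 0.00664) and the S phase genes (-0.26, adjusted p 0.0109) were lower too, and the mitochondrial ribosome genes were higher (0.15, adjusted p 0.0109). The mitochondrial ribosome call rests on Ctrl replicate 1, without which its adjusted p was 0.115 on the genes of the full fit. The HSC-enriched call held without each of the 6 libraries on those genes (adjusted p 0.00410 to 0.0126). With the filter applied to 5 libraries, it was lost without any single Ctrl library (adjusted p 0.0597 to 0.121), as genes of the set were dropped. Of the 43 genes of that list, 24 passed the filter on low values and were tested. The mTOR and AKT signalling components (median 0.02, adjusted p 0.461), the autophagy core (0.01, adjusted p 0.993), the iron handling and ferroptosis set (-0.14, adjusted p 0.168), the cytosolic ribosome (-0.19, adjusted p 0.279) and oxidative phosphorylation outside complex I (0.06, adjusted p 0.330) did not pass. Nor did the TCA cycle (-0.01, adjusted p 0.471), G2/M phase genes (-0.02, adjusted p 0.471), p53 targets (-0.01, adjusted p 0.751) and complex I subunits (0.01, adjusted p 0.751), whose median changed direction under another scaling of the libraries. Without Ctrl replicate 1, the cytosolic ribosome (median -0.49, adjusted p 3.91e-09) and complex I subunits (-0.23, adjusted p 0.0126) passed as lower in IR, so results on these sets depend on that library. With the correlation estimated for each set in place of the preset, 0 of the 13 sets passed in any of the 4 comparisons, where the preset gave 4 to 8 sets at an unadjusted p under 0.05. Under fry, 3 of the 4 calls held for IR against Ctrl, the mitochondrial ribosome being the exception, and all 6, 5 and 5 calls held for Ab_IR against IR, L_IR against IR and Ab_IR against L_IR. In all, fry passed 5, 9, 12 and 6 sets in these 4 comparisons. In IR against Ctrl it also passed the iron handling and ferroptosis set (adjusted p 3.49e-05) and p53 targets (adjusted p 0.0201), both as lower in IR. Each of the other 9 splits of the IR and Ctrl libraries gave 4 to 6 sets, so the number of sets in this comparison is no larger than mixed groups give. Mixed groups keep part of the real difference, so their counts do not show how many sets arise without one.

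The comparisons of Ab_IR and L_IR with IR ask how these irradiated groups differ from IR. The labels do not say whether Ab and L are treatments, so no effect of a treatment is read from the differences. For Ab_IR against IR, 914 of 12067 tested genes were called, 617 higher and 297 lower in Ab_IR. For L_IR against IR, 756 of 12163 were called, 497 higher and 259 lower. The groups did not overlap for 73.0% and 71.2% of the tested genes, where chance gives 10%. With the split by heart transcripts as a term, which rests on Ctrl replicate 1, the counts were 2079 and 1662. Both comparisons called 586 of the same genes in the same direction and 0 in opposite directions, out of 890 and 745 called among the 11896 genes tested in both. They share the IR libraries, so some of that overlap comes from the shared group.

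Ear10 rose from 2.11 ± 0.240 FPKM in IR (n = 3) to 120 ± 11.3 in Ab_IR (log2 fold change 5.28, adjusted p 2.45e-08) and to 54.96 ± 1.70 in L_IR (4.17, adjusted p 2.47e-08). Ear-ps2 rose by 4.65 (adjusted p 2.97e-08) in Ab_IR and was higher in L_IR too (adjusted p 9.43e-08), with the same limit on shared reads. The platelet chemokine gene Ppbp (chromosome 5, 90768518 to 90770063, plus strand) rose by 4.61 (SE 0.0418, adjusted p 2.85e-09) in Ab_IR and by 3.71 (SE 0.0573, adjusted p 3.28e-08) in L_IR. Its level was 1.75 ± 0.0781 FPKM in IR, 66.1 ± 1.95 in Ab_IR, 34.99 ± 2.62 in L_IR and 13.3 ± 2.76 in Ctrl. Chil3 was lower than in IR by -4.19 (adjusted p 2.65e-09) in Ab_IR and -6.08 (adjusted p 9.75e-10) in L_IR. Lipg, at 49.7 ± 0.888 FPKM in IR, changed by -3.85 (adjusted p 5.12e-08) and -4.15 (adjusted p 1.78e-09). Nppa was also among the genes with the largest falls, at -5.78 (adjusted p 6.38e-08) for Ab_IR, and was listed at 0 in all 3 L_IR libraries. That difference follows the split by heart transcripts, and with the split as a term the values became 0.07 for Ab_IR (adjusted p 0.761) and -0.04 for L_IR (adjusted p 0.890).

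**Figure D3:**
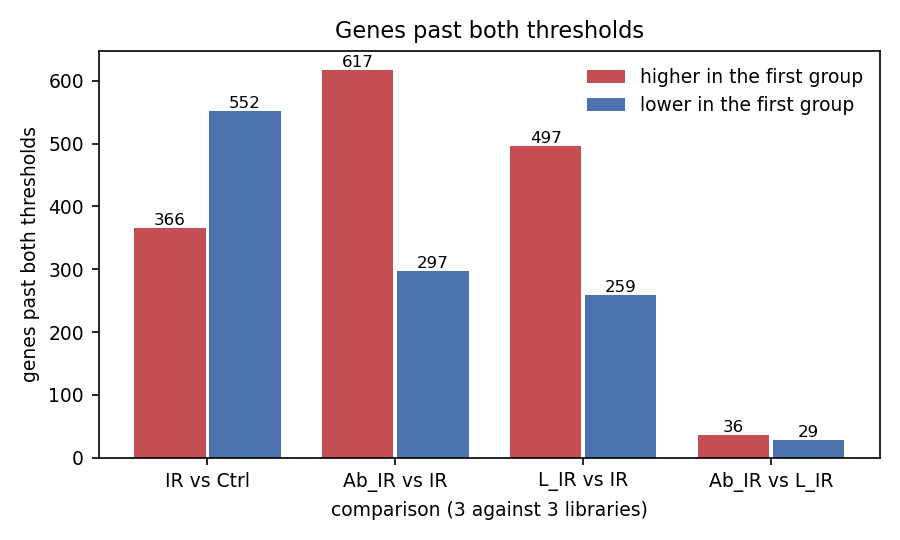
Genes past both thresholds (adjusted p under 0.05 and absolute log2 fold change above 1) in each comparison, split by direction in the group named first. The counts were 366 and 552, 617 and 297, 497 and 259, and 36 and 29.

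Of the panel, 3 genes were called in each of these comparisons, both over all genes and adjusted over the list alone. Kit rose by 1.28 in Ab_IR (adjusted p 6.60e-07) and 1.26 in L_IR (adjusted p 1.92e-07). Flt3 rose by 2.03 (adjusted p 2.73e-07) and 1.72 (adjusted p 9.64e-07), and Cd34 by 1.95 (adjusted p 1.30e-07) and 1.81 (adjusted p 8.47e-08). In each comparison 13 panel genes had an adjusted p under 0.05 without the fold change threshold, over all genes as well as adjusted over the list alone. Fth1 was higher by 0.98 (adjusted p 4.73e-06) and 0.73 (adjusted p 9.47e-06), Gpx4 by 0.72 (adjusted p 1.33e-05) and 0.37 (adjusted p 6.09e-05), and Cdkn1a by 0.54 (adjusted p 1.73e-05) and 0.78 (adjusted p 7.16e-06). Ncoa4 was lower, with -0.56 (adjusted p 1.19e-05) and -0.41 (adjusted p 9.44e-06), as were Akt1, with -0.52 (adjusted p 3.35e-05) and -0.37 (adjusted p 2.17e-05), and Igf1r, with -0.50 (adjusted p 9.12e-05) and -0.31 (adjusted p 4.39e-04). Ly6a was lower too, with -0.61 (adjusted p 1.93e-04) and -0.35 (adjusted p 7.61e-04). Lower Ly6a and higher Flt3 and Cd34 go against the study's gate for HSCs, and higher Kit goes with it. Mki67 was lower with -0.47 (adjusted p 2.21e-05) and -0.23 (adjusted p 4.10e-04). Tfrc was higher by 0.69 (adjusted p 1.44e-05) and 0.51 (adjusted p 6.00e-06). Mtor was lower in Ab_IR (-0.43, adjusted p 9.77e-04) and did not pass in L_IR (0.11, adjusted p 0.0701). Ftl1 did not pass in Ab_IR (-0.06, adjusted p 0.219) and was lower in L_IR (-0.23, adjusted p 6.69e-04), unlike Fth1. All 3 libraries of each group lay on the same side for the genes that passed.

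The sets past the threshold were 6 for Ab_IR against IR, all higher, namely the cytosolic ribosome (median 0.51, adjusted p 3.42e-10), interferon-stimulated genes (0.66, adjusted p 4.33e-06), complex I subunits (0.30, adjusted p 8.85e-04), HSC-enriched genes (0.64, adjusted p 0.0158), oxidative phosphorylation outside complex I (0.20, adjusted p 0.0209) and iron handling and ferroptosis (0.27, adjusted p 0.0215). For L_IR against IR they were 5. Interferon-stimulated genes (0.77, adjusted p 6.51e-08), the cytosolic ribosome (0.23, adjusted p 1.16e-05) and HSC-enriched genes (0.65, adjusted p 0.0356) were higher, and G2/M phase genes (-0.10, adjusted p 5.88e-04) and the mitochondrial ribosome (-0.04, adjusted p 0.0262) were lower. Leaving out single libraries on the genes of the full fit, the HSC-enriched call held in Ab_IR against IR (adjusted p 0.0116 to 0.0228), and in L_IR against IR it was lost only without L_IR replicate 1 (adjusted p 0.0519). The mitochondrial ribosome call in L_IR against IR held each time (adjusted p at most 0.0494), and that of oxidative phosphorylation in Ab_IR against IR was lost without Ab_IR replicate 3 (adjusted p 0.0529). With the filter applied to 5 libraries instead, the HSC-enriched call was lost without any single Ab_IR or L_IR library, as genes of the set were dropped. The mitochondrial ribosome call in L_IR against IR was then lost without L_IR replicate 3. With the split by heart transcripts as a term, the mitochondrial ribosome passed in the opposite direction, as higher in L_IR than in IR (adjusted p 0.00691). That term rests on Ctrl replicate 1, where the median of the set was 8.98 FPKM. L_IR lies on the same side of the split, at 14.3 to 14.4 FPKM, so the reversal may reflect Ctrl replicate 1 alone. With the trend against gene length taken out, the call of oxidative phosphorylation for Ab_IR against IR was lost (adjusted p 0.277). The mTOR and AKT components did not pass for Ab_IR (-0.06, adjusted p 0.570) or L_IR (median 0.00363, adjusted p 0.516, the direction changing in L_IR under another scaling), nor did the autophagy core (adjusted p 0.781 and 0.669, the direction changing under another scaling in both). Other splits of the same 6 libraries gave up to 6 sets for Ab_IR and IR and up to 5 for L_IR and IR.

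Most of the genes that differed between IR and Ctrl differed from IR in the direction of Ctrl in both groups. Of the 918 genes called for IR against Ctrl, 904 were tested for Ab_IR against IR, and 97.7% of these had the opposite sign. In L_IR it was 91.8% of 888. As IR is shared between the comparisons, 100 unchanged groups were simulated, for which the share was 50.4% on average and at most 54.0%. They were drawn around the observed IR means and leave out the error that IR shares between the comparisons. Such a share thus follows by construction and cannot show how much the shared group adds. On average 770 of the 918 genes were tested in them. The genes called in the opposite direction numbered 616 for Ab_IR and 482 for L_IR, against 0 in the simulated groups, and those called in the same direction 2 and 7. Set against Ctrl directly, Ab_IR had 112 called genes, 84 higher and 28 lower, and L_IR had 325, of which 249 were higher and 76 lower. Of the 918 genes, 60 were still called in the same direction in Ab_IR against Ctrl and 160 in L_IR against Ctrl. Genes that went past the Ctrl level are not among these and were not counted separately. Chil3 in L_IR and Ear10 in Ab_IR are examples, so an opposite sign is not a return to the Ctrl level. The difference between the counts of Ab_IR and L_IR was not itself tested.

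An irradiation response score summed this up per library, as the mean log2 value of genes higher in IR minus that of genes lower, with genes called without the scored Ctrl and IR libraries. It was -0.12 ± 0.05 (SD, n = 3) in Ctrl, 2.81 ± 0.06 in IR, 0.32 ± 0.05 in Ab_IR and 0.81 ± 0.01 in L_IR. Ab_IR thus lay at 14.9% of the distance from Ctrl to IR, and L_IR at 31.7%. The differences from IR were -2.50 for Ab_IR and -2.01 for L_IR, each with p 0.1 in a two-sided exact permutation test, the smallest p that 3 against 3 libraries allow. The pseudocount of 0.1 moved them most, to -2.60 and -2.15. Ctrl replicate 1, which lacks heart transcripts, scored -0.11, near the -0.08 and -0.18 of the Ctrl libraries that carry them.

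**Figure D4:**
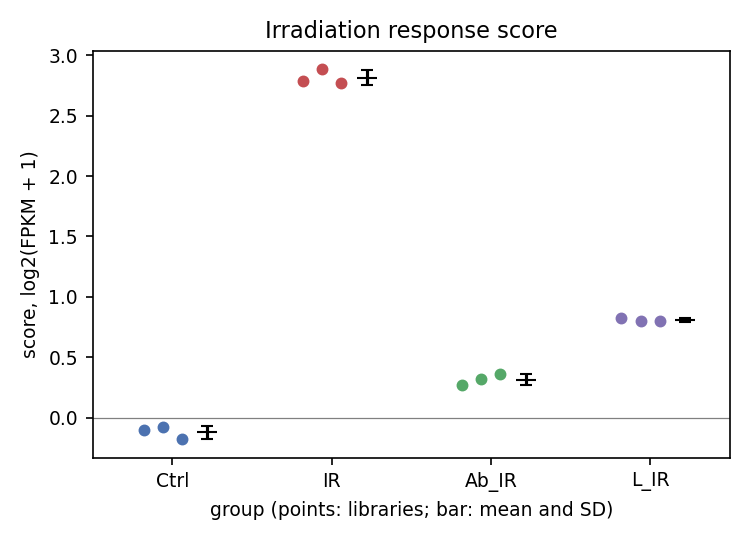
Irradiation response score (log2 scale) of the 12 libraries by group; points are libraries, and bars give the mean and SD of 3 libraries. IR libraries lay between 2.77 and 2.88, L_IR between 0.80 and 0.82, Ab_IR between 0.27 and 0.36 and Ctrl between -0.18 and -0.08.

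Ab_IR and L_IR were also compared with each other, within libraries that all lack heart transcripts. Of 12194 tested genes, 65 were called, 36 higher and 29 lower in Ab_IR, and 4628 had an adjusted p under 0.05. With a pseudocount of 0.1, which gives low genes larger differences, the balance turned to 62 higher and 103 lower. The groups did not overlap for 51.9% of tested genes, where chance gives 10%. The granule gene Ltf (chromosome 9, 111019271 to 111042767, plus strand) was at 165 ± 4.44 FPKM (n = 3) in Ab_IR and 32.3 ± 0.801 in L_IR, a log2 fold change of 2.31 (SE 0.0374, adjusted p 4.02e-07). Lcn2 was higher by 1.89 (adjusted p 4.02e-07) and Chil3 by 1.89 (adjusted p 2.20e-06). The genes with the largest falls were the immunoglobulin segments Igkj3 (-1.37, adjusted p 0.00363), Ighv3-5 (-1.25, adjusted p 1.56e-04) and Igkv6-25 (-1.10, adjusted p 5.46e-05), and 16 of the 29 lower genes were immunoglobulin genes. Igkj3 spans 38 bp, and its value fell to -0.99 once the trend against gene length was taken out. None of the panel genes was called, whereas 13 had an adjusted p under 0.05 over all genes and adjusted over the list alone, with Mtor at -0.54 (adjusted p 0.00104) and Gpx4 at 0.35 (adjusted p 0.00116).

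For Ab_IR against L_IR, 5 sets passed, all higher in Ab_IR. These were the cytosolic ribosome (median 0.28, 82 of 85 genes higher, adjusted p 1.62e-14), complex I subunits (0.20, adjusted p 1.90e-06), the mitochondrial ribosome (0.10, adjusted p 3.83e-04), oxidative phosphorylation outside complex I (0.13, adjusted p 5.01e-04) and iron handling and ferroptosis (0.15, adjusted p 6.29e-04). With the trend against gene length taken out, the calls of the mitochondrial ribosome (adjusted p 0.149) and oxidative phosphorylation (adjusted p 0.131) were lost. The S phase genes then passed as higher in Ab_IR (adjusted p 0.00967, against 0.0846 with the trend left in). Another split of the same 6 libraries gave as many sets.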

Values the study reported

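The study's methods state that genes were called differentially expressed at a fold change above 2.00 and an adjusted P value under 0.05.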

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

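The alternatives with trends against GC content or gene length, without immunoglobulin genes, with summed rows, with the split by heart transcripts as a term, and without single libraries on the genes of the full fit were chosen after seeing the data, the others before. The replicate number was tried as a block and called 928, 914, 756 and 66 genes for IR against Ctrl, Ab_IR against IR, L_IR against IR and Ab_IR against L_IR, near the 918, 914, 756 and 65 without it. Of 18 correlations between the deviations of same-numbered libraries, 2 were above 0.1, with a range from -0.27 to 0.21, so the libraries share only a number. Count tests (edgeR with TMM, DESeq2 with TMM factors) were listed for a count table and were not run, as the values are FPKM.

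In the order of comparisons above, an adjusted p under 0.05 alone gave 5199, 8293, 8124 and 4628 genes. The filter at a mean of 10 FPKM gave 405, 367, 302 and 42 genes, as fewer genes were tested. For IR against Ctrl it moved the balance from 366 higher and 552 lower to 204 higher and 201 lower. The pseudocount of 0.1 gave 1512 for Ab_IR against IR, 1294 for L_IR against IR and 165 for Ab_IR against L_IR, as low genes gain larger log2 differences, and the last turned from 36 higher and 29 lower to 62 higher and 103 lower. With the split by heart transcripts as a term, Ab_IR against IR gave 2079 and L_IR against IR 1662 genes, resting on Ctrl replicate 1; the cause was not tested further. The other alternatives stayed within 1.5 times. Leaving out single libraries gave 792 to 854, 775 to 851, 651 to 686 and 55 to 75 genes, where the filter, applied to 5 libraries, drops genes present in only 1 group. On the genes of the full fit the counts were 888 to 955, 904 to 943, 751 to 764 and 60 to 75. Quantile normalization moved the share of higher genes for L_IR against IR from 65.7% to 54.9% (371 higher and 305 lower). It moved the median of all genes by at most 0.08 in size.

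Of the gene sets, 0 passed with the estimated correlation in each of the 4 comparisons, and at the preset 4, 8, 5 and 7 had an unadjusted p under 0.05. Under fry, 12 sets passed for L_IR against IR in place of 5. Without single libraries that comparison gave 3 to 5 sets, the 3 without L_IR replicate 3, and 4 or 5 on the genes of the full fit. The call of the HSC-enriched genes was lost without any single Ctrl, Ab_IR or L_IR library when the filter was applied to 5 libraries, as genes of the set were dropped. On the genes of the full fit it was lost only without L_IR replicate 1 (adjusted p 0.0519). That of the mitochondrial ribosome was lost without Ctrl replicate 1 on either choice of genes or with the split by heart transcripts as a term (adjusted p 0.115) in IR against Ctrl, and after quantile normalization in L_IR against IR. There it was lost without L_IR replicate 3 too, but not on the genes of the full fit (adjusted p 0.0494). On those genes, oxidative phosphorylation outside complex I was lost in Ab_IR against IR without Ab_IR replicate 3 (adjusted p 0.0529) and gained in IR against Ctrl without Ctrl replicate 2 (adjusted p 0.0275). In L_IR against IR the split as a term turned the mitochondrial ribosome from lower to higher (adjusted p 0.00691), resting on Ctrl replicate 1. With the length trend taken out, oxidative phosphorylation outside complex I was lost in both comparisons that called it, and the mitochondrial ribosome in Ab_IR against L_IR. The S phase genes were gained in Ab_IR against L_IR, as higher in Ab_IR (adjusted p 0.00967). Without Ctrl replicate 1, the cytosolic ribosome and complex I subunits were gained as lower in IR than in Ctrl. The differences in response score ranged from -2.60 to -2.46 for Ab_IR and from -2.15 to -1.97 for L_IR over all their alternatives.

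Of 72 named gene results, which leave out 12 panel results with an adjusted p of 0.05 or more, 5 changed sign under an alternative, each with the cause not tested. Cd34 in Ab_IR against L_IR became -9.5e-04 without immunoglobulin genes. Igf1r in Ab_IR against L_IR became 0.052 with the length trend taken out. With the split by heart transcripts as a term, Ftl1 (0.16) and Ly6a (0.24) changed sign in L_IR against IR and Nppa (0.075) in Ab_IR against IR. A further 70 values kept their sign and lost an adjusted p under 0.05, and 1343 stayed on their side. Of the 12 panel results left out, 8 changed sign under at least 1 alternative, such as Mki67 in IR against Ctrl, from -0.06 to 0.17 without Ctrl replicate 1. Of 34 called results, 4 lost their call under some alternative, namely Tfrc in IR against Ctrl (as low as -0.84 in the GC fit), Nppa in both comparisons with IR and Igkj3.

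The depth is unknown, so no statement on undetected transcripts can be made from these values. Single genes listed at 0 in Ctrl replicate 1 limit values that rest on that library.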

Other observations

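The tests of Ctrl replicate 1 as a cause, of the cell type lists, of immunoglobulin variable genes, of gene length in Ctrl replicate 1, of high rows at 0 and of heart expression after irradiation were chosen only after the result was seen, as were the patterns themselves.

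Other splits of the libraries were counted for each comparison. For called genes, 1 of the 10 splits of the 6 libraries, the real split, gave as many genes in each of the 4 comparisons, and the others called at most 1 gene. For gene sets, 10 of the 10 splits gave as many sets for IR against Ctrl, and 2 of 10 in each of the other 3 comparisons. With 10 splits the share cannot go under 0.1. Mixed groups also put the difference between the real groups into the spread within a group, so few gene calls follow by construction, and these counts decide nothing about the gene calls. For IR against Ctrl mixed groups gave more sets (up to 6) than the real groups (4). As mixed groups keep part of the real difference, the counts of sets do not show how many arise without one.

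Technical trends might produce called genes. With the trend against GC content taken out, 903 genes were called for IR against Ctrl, 867 for Ab_IR against IR and 693 for L_IR against IR, and 866, 822 and 653 of the reported calls were kept in the same direction. With the trend against gene length taken out, 900, 859 and 700 were called and 839, 786 and 660 kept. With immunoglobulin genes left out, 779, 838 and 724 were called and 720, 734 and 714 kept. Without Ctrl replicate 1, within the libraries that carry heart transcripts, 792 were called for IR against Ctrl and 689 kept, or 919 and 807 on the genes of the full fit. Each count of called genes is within 1.5 times of the count as reported, which argues against any of them as the whole cause. For Ab_IR and L_IR against IR the split by heart transcripts coincides with the groups. The fit with the split as a term gave 2079 and 1662 genes, with 715 and 568 of the reported calls kept. It rests on Ctrl replicate 1 alone, so for single genes the split cannot be told apart from the groups. As the whole cause the split is argued against by Ctrl replicates 2 and 3, which share the side of IR. Across the split, Ab_IR correlated with them at 0.978 to 0.982 and L_IR at 0.967 to 0.971. With IR, these values were lower, at 0.942 to 0.945 and 0.952 to 0.954.

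Heart muscle transcripts appeared in 5 of the 12 libraries. All 24 genes of a heart list, chosen from the pattern, were higher in each of Ctrl replicates 2 and 3 and the IR libraries than in each of the other 7. Besides Nppa, Myl7 was at 19.3 to 25.4 FPKM, Myh6 at 16.1 to 20.9 FPKM and Actc1 at 16.7 to 22.1 FPKM in those 5. A second heart list, which shares 3 of its 24 genes with the first and was otherwise not looked at before, had 21 genes higher in each of the 5 libraries, against 2 of 9 liver, 0 of 14 brain and 1 of 13 skeletal muscle genes above 0, where chance gives 0.126% per gene. The first list held 0.0450% to 0.0587% of the FPKM sum. Expression by the sorted cells after irradiation is argued against by Ctrl replicates 2 and 3, whose median ratio to IR over the list was 0.974. RNA or reads of atrial tissue in these libraries are a candidate explanation. Whether they entered before library preparation or at sequencing cannot be told apart from the 5 libraries that carry them. A sorting or sequencing day shared by Ctrl replicates 2 and 3 and IR, with Ctrl replicate 1 on the other side, would be worth looking up.

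Transcripts of mature marrow cells exceeded HSC-enriched genes. The medians of 8 of 8 mature-cell lists (6 fixed lists, plasma cell and eosinophil genes) lay above the HSC-enriched list in all 12 libraries. None of their genes is in the HSC-enriched list, and 2 macrophage, 2 B and T cell and 2 plasma cell genes are in another list. In Ctrl, the median was 157 to 174 FPKM for the neutrophil and monocyte list, 277 to 359 FPKM for eosinophil genes, 52.9 to 59.2 FPKM for plasma cell genes and 1.92 to 2.10 FPKM for B and T cell markers. RNA from cells other than HSCs may thus make up much of these libraries, as a hypothesis. How many of these genes HSCs themselves transcribe was not measured here. Flt3, at 9.13 to 12.1 FPKM, and Cd34, at up to 20.7 FPKM, were present in Ctrl too, although the study's gate takes HSCs as negative for both proteins. If the hypothesis holds, the group differences above would partly describe the mixture of cells.

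The erythroid, megakaryocyte and platelet, and mast cell and basophil lists were lower in IR than in Ctrl. Their medians changed by -2.59, -1.31 and -1.69, and together by -2.19, or by -2.33 without Ctrl replicate 1. Eosinophil genes changed by -3.69 and bone and stroma genes by -2.30 (8 of 11 called lower). Macrophage markers (-0.20) and B and T cell markers (-0.41) changed less, while the neutrophil and monocyte list (0.28) and plasma cell genes (0.74) rose. In Ab_IR against IR the 3 lists rose by 2.43, 1.66 and 2.02, and in L_IR by 1.76, 1.38 and 1.29. The authors' scaling is argued against, as quantile normalization left -2.17. A change in the share of only 1 main cell type is argued against as well, since the 5 lists other than the neutrophil and monocyte list moved apart by 2.39. Fewer cells of these types in the IR libraries may explain it, as all 33 tested genes of the 3 lists fell, the abundant ones such as Hba-a1, Gata1, Pf4 and Mcpt8 included. Lower expression in an unchanged number of cells would give the same -2.19 and cannot be told apart without cell counts. A response of the HSCs themselves to irradiation stays open and was not tested.

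Immunoglobulin variable genes differed between groups and were alike within them. Over 179 such genes, the median SD on the log2 scale was 0.0591 within IR, Ab_IR and L_IR and 0.490 between these groups. Ighv7-4, for example, was at 29.5 FPKM or more in Ctrl, 5.4 to 6.5 FPKM in IR, 1.25 to 2.06 FPKM in Ab_IR and 2.98 to 3.46 FPKM in L_IR. Separate animals would bring separate plasma cell clones, so libraries of a group may come from 1 pool of cells. Variable genes are short, so they have fewer reads than other genes of the same level and were set against genes of the same level times length, which stands for the number of reads. Their spread within groups was 0.892 times that of such genes, and 0.895 times that of protein-coding ones. In both cases it lay below the central range of 10000 random lists (0.0612 to 0.0718 and 0.0608 to 0.0709). That range leaves out the most extreme lists. Against genes of the same level alone it was 1.39 times as large, above the range of 10000 random lists. A pool predicts a spread no larger than that of matched genes, which held only for the match on level times length. Under that match the values go against sampling of few plasma cells from separate animals. The match on level alone goes the other way, so the reading depends on the match. Separate animals with many plasma cells and alike use of variable genes were not tested and remain possible. Whether a replicate is an animal or a pool matters for each p-value above.

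In Ctrl replicate 1, 44.1% of gene rows were at 0. Lower read depth is a possible explanation for most of them. Rows at 0 in that library and above 0 in Ctrl replicates 2 and 3 had a median of 0.115 FPKM there, and its lowest values above 0, times gene length, lay 1.65 times above the median of the other libraries. Loss of short genes cannot be told apart from depth. At the same FPKM, between 0.1 and 0.5, rows at 0 were 0.401 times as long as others, which depth gives as well. At the same value times length they were 1.34 times as long in the median (0.866 to 2.10 over 12 bins), but zeros of IR replicate 1 gave 1.68, since rounding to 2 decimals puts long genes at 0 first. Short genes did lie lower in this library. Without immunoglobulin genes, at 5 FPKM or more, genes of up to 1000 bp differed from Ctrl replicates 2 and 3 by -0.49 in the median and genes above 5000 bp by 0.14. Depth leaves 17 rows outside the heart lists unexplained that were at 0 there alone of the 12 libraries and at 5 FPKM or more in Ctrl replicates 2 and 3, such as Lsm5 (10.2 FPKM in Ctrl replicate 3) and Gemin4 (6.11 and 6.50 FPKM). They lay 148 times above the low values of Ctrl replicate 1 in the median, and Ctrl replicate 2 had 0 such rows. No biological explanation was tested.

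Some gene names stand on several rows that changed places between libraries. Nnt, for example, was at up to 14.6 FPKM on its first row in 9 libraries with the second row at 0, and at 0.87 to 4.51 FPKM with the second row at 21.4 to 27.5 FPKM in IR replicates 1 and 3 and Ab_IR replicate 3. For 8 of 9 names with more than 1 expressed row, the sum spread less within groups than the rows did, with median SDs of 0.263 and 0.491. A sum can spread less than its rows without shared reads. Rows of unrelated genes were not summed for comparison, so this count decides nothing. Reads shared by the rows and assigned to either are a candidate explanation. For Nnt the sum of both rows was 25.9 to 28.4 FPKM in the 3 switched libraries and at most 14.6 FPKM in the other 9, which moving reads between rows of equal length would not give, and the lengths of the rows are unknown.

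Some genes separated Ctrl and IR from Ab_IR and L_IR. Of 12699 genes, 94 lay more than 2-fold apart in this pairing without overlap, against 210 for Ctrl and Ab_IR against the rest and 8 for Ctrl and L_IR against the rest. Among them, Rpl29 was at 0.39 to 4.72 FPKM in the first 6 libraries and at 47.3 to 52.3 FPKM in the other 6, and the ribosomal pseudogenes Gm10709 and Rpl30-ps9 moved likewise. Processing of Ab_IR and L_IR as another batch, or with another annotation, may account for such genes. Both groups also carry an added label, so it cannot be told apart from an effect of what Ab and L stand for.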
